A study of Mus musculus with 23 samples. Its data were reported in "LIN28 coordinately promotes nucleolar/ribosomal functions and represses the 2C-like transcriptional program in pluripotent stem cells" (2021).

How the data were processed

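RNA sequencing was measured in 23 samples, of which 15 were ES cell libraries, 6 iPS cell libraries and 2 libraries from pools of embryos. The 3 deposited tables hold gene-level TPM values (transcript abundances scaled to a fixed total per library), which the authors made as follows. Bases were called with CASAVA 1.8, reads were trimmed with Trimmomatic and aligned to mm10 with HISAT2, duplicates were removed with Picard, only uniquely mapped reads were kept, and StringTie gave TPM over GENCODE genes. According to the study, differential expression was computed there with DESeq2, whose output was not used here. Per the labels, the cell RNA was selected for poly-A tails and cells were separated from feeder fibroblasts before lysis. The values do not bear this out equally for both cell tables, because Rmrp and Rn7sk, RNAs without such tails, lay between 4972 and 10365 TPM in iPS libraries and at most at 196 TPM in ES libraries. Whether the library preparation differed is unknown.

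Each table listed 53715 genes, and 53620 of them were matched by identifier to the GENCODE M21 annotation, which gave coordinates. Gene symbols turned into dates by a spreadsheet (27 in all) were restored by identifier, and 61 symbols shared by 2 identifiers were kept apart. The columns summed to between 999488 and 999886 TPM, and no column of values was left unused. TPM keeps no read depth, so the precision of low values is unknown, and no counting interval was given. Samples were grouped by their labels into 9 groups, with 3 libraries per cell group and 1 per embryo group. The treatment labels of the 2 embryo samples both name a knockdown, so their titles and column names decided which pool was the control. Replicate numbers were not used to pair libraries.

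The 4 cell comparisons were Lin28a-null against wild-type ES cells, libraries labelled Lin28b-null against wild-type ES cells, doxycycline against control ilet7 ES cells, and double knockout against wild-type iPS cells. Genes with a mean of at least 1 TPM over the compared libraries were tested on log2(TPM + 1) with limma 3.58.1 in R 4.3.3 (moderated test with a variance trend, fitted to the 2 groups compared, two-sided, Benjamini-Hochberg over all genes tested). A gene was said to rise or fall at an adjusted p under 0.05, and was called when its log2 change was also beyond 1 in size. The difference between the Lin28a-null effect and the effect in libraries labelled Lin28b-null, and between the doxycycline and the Lin28a-null effects, were tested as contrasts in the same way. The libraries of the 2 groups were also checked for overlap gene by gene.

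Of 27 gene lists, those with at least 5 tested members were compared with all other genes by camera with a preset correlation of 0.01, adjusted over lists, and again with the correlation estimated from the data. They were 2C genes, repressors of the 2C program, cytosolic and mitochondrial ribosomal protein genes, nucleolar and ribosome biogenesis genes, small nucleolar RNAs and their host genes, p53 targets, let-7 targets, naive and general pluripotency genes, primed and formative genes, neural, mesoderm, endoderm and trophoblast genes, fibroblast and feeder genes, proliferation genes, oxidative phosphorylation and glycolysis genes, Y-linked genes, imprinted genes, interferon response genes, germline genes, stress response genes, immediate early genes, mitochondrially encoded genes and replication-dependent histone genes. Fewer than 5 genes of the fixed Y-linked list reached the filter in the cell comparisons, so it was not tested there and was only placed among random lists in the embryos. Counts of Y-linked genes called cover all genes annotated on chromosome Y. Embryo pools were compared by the difference of log2(TPM + 1), by counts of genes at least 2-fold apart, and by the place of each list median among 10000 random lists of matched expression.

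Genes were named by a rule: a fixed set of LIN28, 2C, p53, nucleolar, pluripotency and let-7 genes, the 5 largest rises and 5 largest falls among called genes whose libraries did not overlap (clone names and predicted models left out), and up to 4 members of each list that passed with the strongest opposite member, or up to 2 members of a list that did not pass. Embryo genes followed it with a mean of at least 5 TPM. Col1a1, Xist, Rmrp, Rn7sk and Nnt were chosen after their values were seen. The comparisons, lists, naming rule and most alternatives were fixed before the data were examined.

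The alternatives were pseudocounts of 0.1 and 0.5, a mean of at least 5 TPM or no filter, quantile normalization, median-of-ratios scaling, no variance trend, all libraries of a table in one fit, the replicate number as a block, each library left out, and an estimated correlation for lists. Tests without genes on chromosomes X and Y and without fibroblast and feeder genes were added after seeing the data. Intervals over genes came from 2000 bootstrap draws. On simulated data with 200 changed genes, 77 to 95% of log2 changes of 1.5 and 96 to 99% of changes of 3 were recovered, with 2 to 13 false calls. Other splits of the samples were counted up to 100. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Raw reads, repeats and single transcripts were not analysed here.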

Results

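RNA was sequenced from 23 mouse samples in 9 groups to ask how gene expression in pluripotent cells and early embryos depends on LIN28A and LIN28B, RNA-binding proteins that block the maturation of let-7 microRNAs. The 15 embryonic stem (ES) cell libraries covered wild-type cells, cells labelled Lin28a knockout (Lin28a-null), cells labelled Lin28b knockout (Lin28b-null), and a line called ilet7, in which doxycycline switches on let-7, grown without the drug or with it for 3 days. The 6 induced pluripotent stem (iPS) cell libraries covered wild-type cells and cells labelled Lin28a/b double knockout, reprogrammed from fibroblasts. These names are those of the labels, and double knockout below means the libraries so labelled. Each cell group had 3 libraries. The 2 embryo libraries, a control pool and a pool treated with small interfering RNA against Lin28 (siLin28), had no replicates and therefore no test. Values were transcript abundances scaled to a fixed total per library (TPM), which keep no read depth, so the depth was unknown.

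Between 15043 and 16349 genes reached 1 TPM in the ES libraries, 16613 to 17923 in the iPS libraries, and 14621 and 14882 in the control and siLin28 embryo pools. Across genes, libraries of one group correlated with r between 0.970 and 0.987. Wild-type ES replicate 2 stood apart from its group. Its Zscan4d value was 0.271 TPM, its Lin28a value was the highest of the ES wild type at 61.2 TPM, and its level of the collagen gene Col1a1 was 388 TPM. The replicates are not stated to be separate cultures, so every p-value measures only the spread between these samples. Knockout and wild-type cells were also different cell lines, so the knockout and the line could not be separated within one comparison. The doxycycline comparison stayed within 1 line, but no line without the let-7 cassette was treated.

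The targeted genes came first. Lin28a (ENSMUSG00000050966.9, mm10 chromosome 4, 134003330 to 134018841) was measured in wild-type ES cells at 41.6 ± 17.0 TPM (SD, n = 3) and in Lin28a-null cells at 17.1 ± 3.38, so its mRNA fell without being lost. Lin28b (ENSMUSG00000063804.8, chromosome 10, 45376620 to 45486395) was not lower in the libraries labelled Lin28b-null, where it reached 13 ± 0.727 TPM against 4.50 ± 0.791 in wild type. Lin28b also rose in Lin28a-null cells, to 8.76 ± 0.0651 TPM, and in double knockout iPS cells, to 10.7 ± 0.727 against 2.82 ± 1.14, so at the level of mRNA Lin28b went against the label there too. In the double knockout Lin28a fell from 25.6 ± 10.1 to 10.6 ± 1.06 TPM. Doxycycline lowered Lin28a from 23.0 ± 2.32 to 6.84 ± 0.539 TPM, and Lin28b stayed at 3.31 ± 0.296 against 3.25 ± 0.546. The siLin28 embryo pool had 3.03 TPM of Lin28a against 15.9 in the control pool, and 5.50 TPM of Lin28b against 2.87.

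In limma on the log2 scale, Lin28a changed by −1.18 in Lin28a-null cells (adjusted p = 0.0135), but not past the threshold without Lin28a-null replicate 1 (−1.08, adjusted p = 0.0517). Lin28b changed there by 0.84 (adjusted p = 0.00633). In the libraries labelled Lin28b-null Lin28b rose by 1.35 (adjusted p = 0.00141) and Lin28a by 0.90 (adjusted p = 0.0334). That Lin28a rise missed the threshold without any 1 of the libraries labelled Lin28b-null (0.88, 0.84 and 0.98 without replicates 1 to 3, adjusted p = 0.0877, 0.0968 and 0.0598) or without wild-type replicate 1 or 3 (0.74 and 0.75, adjusted p = 0.0968 and 0.101). It also missed it with no filter on low values (adjusted p = 0.0728) and with no variance trend (adjusted p = 0.0556). Doxycycline changed Lin28a by −1.61 (adjusted p = 5.52e-04), and for Lin28b the change was 0.03 (adjusted p = 0.910). In the double knockout Lin28b rose by 1.65 (adjusted p = 0.00403) and Lin28a fell by 1.13 (adjusted p = 0.0313). The Lin28a fall missed the threshold without wild-type iPS replicate 1 (−0.86, adjusted p = 0.0508) or 3 (−1.13, adjusted p = 0.0838), and without double knockout replicate 1, 2 or 3 (−1.13, −1.20 and −1.07, adjusted p = 0.0838, 0.0700 and 0.0917). Without the filter on low values its adjusted p was 0.0622, and with the replicate number as a block it was 0.0547. Gene-level TPM does not show which exons carry the reads.

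**Figure D1:**
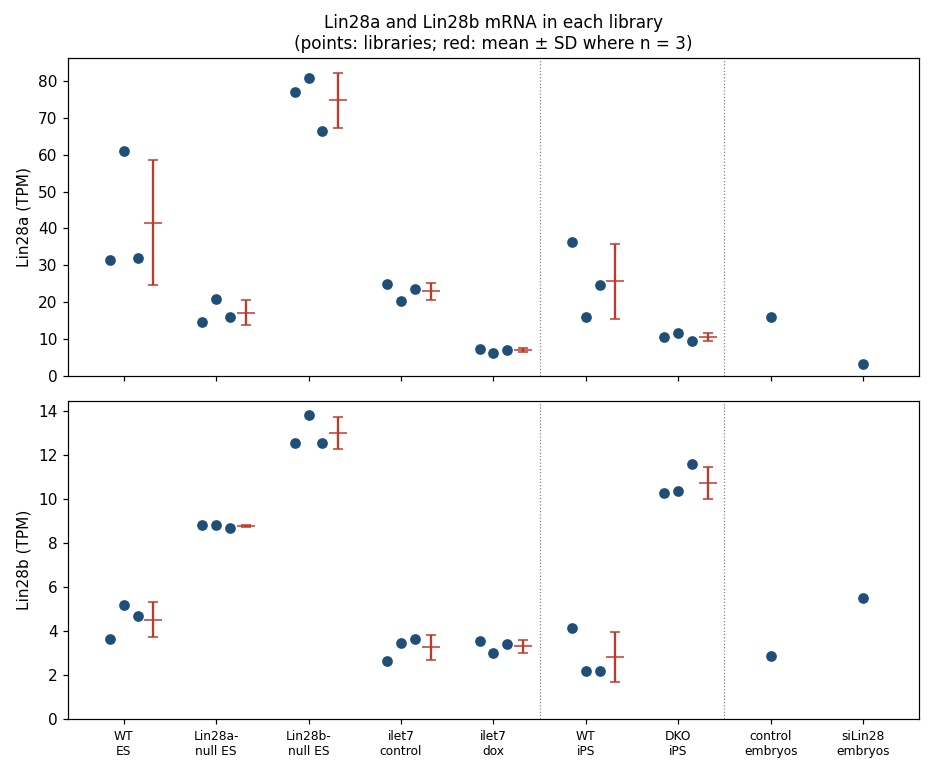
Lin28a and Lin28b in TPM, 1 point per library with the group mean and SD, in the 7 cell groups and the 2 embryo pools. Within the ES groups Lin28a was lowest with doxycycline (6.84 TPM), and Lin28b was highest in the libraries labelled Lin28b-null (13 TPM).

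The Lin28a-null comparison asked what loss of Lin28a does to naive ES cells. Genes of the 2-cell embryo (2C genes), which are silent in most cultured ES cells, rose the most among the gene lists. Zscan4c (ENSMUSG00000054272.6, mm10 chromosome 7, 11005745 to 11010547) rose from 6.95 ± 5.85 to 130 ± 7.78 TPM (SD, n = 3), a log2 change of 4.57 (SE 0.77, limma adjusted p = 0.00435). Tcstv1 (ENSMUSG00000096284.2, chromosome 13, 119893388 to 119894785) rose from 0.0735 to 39.5 TPM (log2 change 5.23, adjusted p = 6.83e-06). The lists of interferon response, fibroblast and feeder, histone and immediate early genes also lay higher, and those of oxidative phosphorylation (34 of 76 genes fell) and of the stress response (14 of 29 fell) lay lower, but none of these list calls, 2C genes included, held with an estimated correlation.

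Of the 40 2C genes tested, 36 rose, 0 fell and 4 did not pass (37 rose when adjusted over the list alone), with a median log2 change of 3.10. Besides Zscan4c they included Zscan4a (8.16 to 170 TPM), Zscan4d (8.83 to 162 TPM), Gm21936 (4.97), Gm4340 (3.94), Gm12794 (3.82), Ubtfl1 (2.44), Zfp352 (2.10) and Duxbl1 (1.02). The list stood above the other genes by camera (adjusted p = 2.23e-11, adjusted p = 0.510 with an estimated correlation). Without wild-type replicate 2, whose Zscan4 genes were lowest, the median was 2.31. Most Zscan4, Tcstv and Gm members are near-identical copies, and only uniquely mapped reads were counted, so the level of any single copy is uncertain. Duxf3 (Dux) was listed at 0 in all ES libraries but 1 of Lin28a-null cells. With only uniquely mapped reads counted, this does not show that Dux was silent. The paper reports markedly higher Dux in Lin28 knockout cells from its RNA-seq and ATAC-seq data.

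Interferon response genes had a median change of 1.36 in Lin28a-null cells, and 28 of 35 rose while 0 fell (31 adjusted over the list alone). They included H2-D1 (2.56), H2-K1 (2.24) and Oas1a (1.07), and the camera adjusted p was 1.16e-09 (adjusted p = 0.544 with an estimated correlation). Fibroblast and feeder genes had a median of 1.87, with 30 of 31 up and 1 down by either adjustment, among them Twist2 (2.44) and Acta2 (22.3 to 79.6 TPM). Their camera adjusted p was 9.69e-10 (adjusted p = 0.544 with an estimated correlation). Col1a1 stood at 228 ± 140 TPM in wild type and 736 ± 136 in Lin28a-null cells (SD, n = 3), and all ES and iPS cells had been grown on fibroblast feeders. Whether feeder RNA added to the interferon response list, with members such as H2-D1 and H2-K1, was not tested in any comparison. Of the immediate early genes 11 of 15 rose and 0 fell, over all genes and over the list alone, including Fosl1 (2.63), Nr4a1 (1.68), Dusp1 (1.29) and Myc (5.16 to 30.5 TPM). Their median was 1.49 (camera adjusted p = 4.87e-05, adjusted p = 0.510 with an estimated correlation). Replication-dependent histone genes had a median of 1.24 and 23 of 33 rose (24 adjusted over the list alone), including Hist1h4i (2.80), Hist1h4m (2.67) and Hist1h2bc (2.31), with a camera adjusted p of 2.71e-07 (adjusted p = 0.184 with an estimated correlation). Whether carry-over of RNA without poly-A tails shifted the histone and small nucleolar RNA lists was not tested in any comparison. Of the RNAs without such tails named above, Rn7sk was on average higher in Lin28a-null than in wild-type ES cells and Rmrp lower.

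The lists of nucleolar genes, small nucleolar RNAs and mitochondrially encoded genes also lay higher in Lin28a-null cells, but none of these list calls held with an estimated correlation. Of 69 nucleolar and ribosome biogenesis genes 28 rose and 2 fell (29 and 2 adjusted over the list alone), with Imp4 at 0.67, Nol6 at 0.64, Heatr1 and Taf1d at 0.59, and Ncl at 0.50. The median was only 0.18 (camera adjusted p = 1.11e-04, adjusted p = 0.510 with an estimated correlation), and Fbl (0.07) and Npm1 (0.19) did not pass, although Npm1 did with quantile normalization (0.31, adjusted p = 0.00945). Small nucleolar RNAs had a median of 0.62, with 25 of 71 up and 1 down by either adjustment. Snord14c (3.07), Snora41 (1.40) and Snora31 (1.12) rose and Snord80 fell by 1.15 (camera adjusted p = 7.51e-05, adjusted p = 0.510 with an estimated correlation). Mitochondrially encoded genes rose in 10 of 13 cases by either adjustment, with a median of 0.57. mt-Atp6 went from 18.2 to 161 TPM and mt-Cytb rose by 0.57 (camera adjusted p = 2.29e-04, adjusted p = 0.510 with an estimated correlation).

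Lists that lay lower in Lin28a-null cells included oxidative phosphorylation, where 34 of 76 genes fell and 1 rose (37 and 2 adjusted over the list alone). The median was −0.21, with Ndufs5 (−1.40), Ndufa6 (−0.88) and Ndufa7 (−0.67) among them (camera adjusted p = 5.83e-07, adjusted p = 0.510 with an estimated correlation). Integrated stress and unfolded protein response genes had a median of −0.43. Of these 29 genes 14 fell and 4 rose (16 and 5 adjusted over the list alone). Trib3 dropped from 128 to 24.3 TPM, Phgdh fell by 1.60 and Pck2 fell by 1.31 (camera adjusted p = 2.29e-04, adjusted p = 0.353 with an estimated correlation). Mitochondrial ribosomal protein genes fell in 21 of 75 cases and rose in 4 by either adjustment (median −0.12, Mrps24 −1.02, Mrps26 −0.71, camera adjusted p = 0.00328, adjusted p = 0.510 with an estimated correlation). Cytosolic ribosomal protein genes fell in 28 of 79 cases and rose in 6 (30 and 6 adjusted over the list alone). Rpl34 dropped from 943 to 242 TPM and Rps3a1 from 2477 to 881 TPM, whereas Rpl21 rose by 3.59. Ribosomal protein genes have many near-identical pseudogene copies, and only uniquely mapped reads were counted. The level of any single one is therefore uncertain, here and in the other comparisons. The cytosolic list had a median of −0.18 (camera adjusted p = 1.43e-04, adjusted p = 0.734 with an estimated correlation) and missed the threshold after quantile normalization (−0.09, adjusted p = 0.0662). Trophoblast genes fell in 7 of 12 cases and rose in 1 by either adjustment (Krt7 −1.62, Krt18 −1.39, Ly6a 2.84, median −0.85, camera adjusted p = 0.0275, adjusted p = 0.629 with an estimated correlation). This call was lost at a mean of at least 5 TPM (adjusted p = 0.0912) and without wild-type replicate 2 (−0.75, adjusted p = 0.0586).

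Changes of single genes varied widely in size. Olig2 (ENSMUSG00000039830.8, chromosome 16, 91225457 to 91228677) rose from 0.125 ± 0.112 to 69.6 ± 5.36 TPM, and Olig1 rose with it (4.66). H2-Bl rose from 0.108 to 31.8 TPM. Baiap2l1 (ENSMUSG00000038859.7, chromosome 5, 144264526 to 144358112) dropped from 133 ± 17.9 to 2.61 ± 0.534 TPM, Sh3rf2 from 48.6 to 1.19 TPM and Otx2 from 59.3 to 2.88 TPM. The pluripotency genes Pou5f1 (−0.08) and Nanog (−0.01) did not pass, while Zfp42 (522 to 200 TPM), Dppa3 (239 to 40.4 TPM) and Utf1 (−1.15) fell. Cdkn1a rose from 348 to 670 TPM and Pmaip1 by 1.49, and Mdm2 was at 0.22 (adjusted p = 0.119) and Trp53 at 0.12 (adjusted p = 0.264). Mdm2 passed without wild-type replicate 2 (0.30, adjusted p = 0.0347) and with all 15 ES libraries in one fit (adjusted p = 0.0383). The let-7 targets Hmga2 (0.97) and Hmga1 (0.84) rose and Trim71 (0.04) did not pass.

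The other 13 tested lists did not pass camera in Lin28a-null cells. They were primed and formative genes (18 genes, median 0.24, 6 rose and 2 fell, adjusted p = 0.273), neural genes (8, 0.07, 2 and 1, adjusted p = 0.382), mesoderm genes (7, 0.86, 2 and 1, adjusted p = 0.295), primitive endoderm and endoderm genes (16, 0.32, 6 and 3, adjusted p = 0.668) and repressors of the 2C program (40, 0.04, 10 and 3, adjusted p = 0.668). The rest were p53 targets (48, 0.09, 13 and 8, adjusted p = 0.507), let-7 targets (41, 0.04, 13 and 10, adjusted p = 0.729), pluripotency genes (31, 0.13, 10 and 7, adjusted p = 0.875), proliferation genes (39, 0.09, 8 and 4, adjusted p = 0.238) and snoRNA host genes (15, 0.12, 5 and 2, adjusted p = 0.507), with imprinted (31, 0.19, 9 and 5, adjusted p = 0.453), glycolysis (21, −0.11, 1 and 7, adjusted p = 0.152) and germline genes (22, 0.11, 6 and 6, adjusted p = 0.668). The germline median and its test differed in sign, and quantile normalization turned the germline (−0.05) and neural (−0.04) medians negative. Glycolysis genes passed without a filter on low values (adjusted p = 0.0389) and without wild-type replicate 2 (−0.22, adjusted p = 0.0103).

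By limma, 2180 of 16060 genes tested were called in Lin28a-null cells, meaning an adjusted p under 0.05 and a log2 change beyond 1 in size: 1483 were higher and 697 lower. Quantile normalization brought this split to 1223 and 946. The Lin28a-null and wild-type libraries did not overlap for 53.2% of the genes, against 10% by chance. With no fold limit 3283 of the 16060 genes rose and 2854 fell, the background for the list members above. None of the 13 list calls held with an estimated correlation.

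The libraries labelled Lin28b-null were set against the same wild-type libraries. Because Lin28b mRNA was higher in these libraries, the direction below belongs to the label. The lists of nucleolar genes (37 of 69 rose) and mitochondrial ribosomal protein genes (32 of 75 rose) lay higher, and those of germline (12 of 20 fell), imprinted (12 of 30 fell) and stress response genes (16 of 29 fell) lay lower, but none of these list calls held with an estimated correlation. Zscan4c was at 0.383 TPM against 6.95 in wild type, a log2 change of −2.06 that did not pass (limma adjusted p = 0.0972).

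Nucleolar and ribosome biogenesis genes rose in 37 of 69 cases and none fell (46 adjusted over the list alone), with a median of 0.29. Nop2 (1.29), Emg1 (1.17), Bms1 (1.11) and Ftsj3 (0.99) led them (camera adjusted p = 2.55e-13, adjusted p = 0.562 with an estimated correlation), and Ncl (0.28), Npm1 (0.14) and Fbl (0.14) did not pass. Ncl passed with all 15 ES libraries in one fit (adjusted p = 0.0225) and Npm1 with quantile normalization (0.22, adjusted p = 0.0243). Of 75 mitochondrial ribosomal protein genes 32 rose and 1 fell (35 and 2 adjusted over the list alone). Mrpl51 (0.99), Mrpl22 (0.86) and Mrpl10 (0.65) were among them, and the median was 0.24 (camera adjusted p = 1.57e-06, adjusted p = 0.242 with an estimated correlation). Small nucleolar RNAs had a median of 0.35, with 18 of 69 up and 1 down (17 and 1 adjusted over the list alone), such as Snord12 (2.36), Snord49a (1.44) and Snord53 (−1.51, camera adjusted p = 0.00642, adjusted p = 0.570 with an estimated correlation). Proliferation genes rose in 14 of 39 cases and fell in 2 by either adjustment (Foxm1 1.03, Birc5 0.84, Aurkb 0.84, median 0.13, camera adjusted p = 0.0225, adjusted p = 0.947 with an estimated correlation). They missed the threshold with quantile normalization (0.09, adjusted p = 0.0941) and without wild-type replicate 2 (0.05, adjusted p = 0.318).

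Histone genes had a median of 0.54 in the libraries labelled Lin28b-null, and 7 of 27 rose while 0 fell (7 and 1 adjusted over the list alone), with Hist1h3h at 1.56 (camera adjusted p = 0.0289, adjusted p = 0.586 with an estimated correlation). The histone call was lost with all 15 ES libraries in one fit (adjusted p = 0.126), without replicate 1 (0.41, adjusted p = 0.0632) or 3 (0.25, adjusted p = 0.128) of these libraries, and without wild-type replicate 2 (0.43, adjusted p = 0.114).

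Germline genes fell in 12 of 20 cases and rose in 1 by either adjustment, with a median of −1.21. Hormad1 (−3.56), Dpep3 (−3.42) and Tuba3a (−2.82) fell and Piwil2 rose by 1.02 (camera adjusted p = 6.12e-05, adjusted p = 0.570 with an estimated correlation). Imprinted genes had a median of −0.43, and 12 of 30 fell while 1 rose (13 and 3 adjusted over the list alone). Plagl1 dropped from 96.1 to 5.31 TPM and Mest fell by 2.89, whereas Grb10 rose by 1.58 (camera adjusted p = 0.00646, adjusted p = 0.562 with an estimated correlation). Of the 29 stress response genes 16 fell and 3 rose (16 and 4 adjusted over the list alone), including Atf5 (−1.09), Ddit3 (−1.08) and Dnajb9 (−0.86, camera adjusted p = 0.00642, adjusted p = 0.852 with an estimated correlation). Cytosolic ribosomal protein genes fell in 19 of 79 cases and rose in 7 (25 and 9 adjusted over the list alone). Rpl26 dropped from 1610 to 220 TPM and Rps21 fell by 0.79, and the list median was −0.13 (camera adjusted p = 0.00646, adjusted p = 0.959 with an estimated correlation). That call was lost with median-of-ratios scaling (−0.11, adjusted p = 0.0723), with no variance trend (adjusted p = 0.0514), without replicate 3 of the libraries labelled Lin28b-null (−0.11, adjusted p = 0.0682) and without wild-type replicate 1 (−0.09, adjusted p = 0.128).

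For 2C genes in the libraries labelled Lin28b-null the median was −0.98 over 30 genes, of which 0 rose and 1 fell (0 and 0 adjusted over the list alone, camera adjusted p = 0.0232, adjusted p = 0.959 with an estimated correlation). This call was lost without replicate 1 or 2 of these libraries (−0.80 and −0.86, adjusted p = 0.0808 and 0.0704) and without wild-type replicate 1 or 3 (−0.69 and −0.63, adjusted p = 0.288 and 0.251). Without wild-type replicate 2 the median was −1.99 (adjusted p = 5.99e-10). A pseudocount of 0.1 (−1.34, adjusted p = 0.0865) and a mean of at least 5 TPM (−0.96, adjusted p = 0.211) also ended it. Zscan4c itself passed without wild-type replicate 2 (−3.08, adjusted p = 0.00193), with all 15 ES libraries in one fit (adjusted p = 0.0134) and with the replicate number as a block (adjusted p = 0.0494).

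Among single genes in the libraries labelled Lin28b-null, the processed pseudogene Rps3a2 rose from 37.2 to 782 TPM, Tgm2 from 8.08 to 74.9 TPM, and Myc and Gapdh rose by 2.55 and 3.02. Rps3a2 and Gapdh have near-identical copies, so with only uniquely mapped reads counted their levels are uncertain. Baiap2l1 dropped again, from 133 to 3.35 TPM, and Plet1 (41.9 to 1.34 TPM), Crxos (38.7 to 0.761 TPM) and Apoa2 (18.9 TPM to a listed 0) fell. Nanog rose by 0.46, Klf5 fell by 1.13 and Dppa3 fell by 3.41. The other 16 lists did not pass, among them fibroblast and feeder genes (median −0.07, 0 of 31 rose and 1 fell, adjusted p = 0.793) and let-7 targets (0.09, adjusted p = 0.469). The mean and median of p53 targets (−0.04 and 0.06) and of pluripotency genes (−0.13 and 0.03) differed in sign, as did the mean and median of the repressors (−0.01 and 0.00) and the median (−0.03) and test of snoRNA host genes. Quantile normalization turned the signs of the pluripotency (−0.01), repressor (−0.04) and snoRNA host (0.01) medians.

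Interferon response genes (0.35, adjusted p = 0.264) passed without replicate 1 of the libraries labelled Lin28b-null (0.63, adjusted p = 0.0181) or wild-type replicate 2 (0.64, adjusted p = 0.0245). Oxidative phosphorylation genes (0.07, adjusted p = 0.103) passed without replicate 3 of these libraries (0.11, adjusted p = 0.00452), without wild-type replicate 1 (0.08, adjusted p = 0.00929) and with no filter (adjusted p = 0.0381). Immediate early genes (0.38, adjusted p = 0.103) passed without wild-type replicate 2 (0.58, adjusted p = 0.00284) and with no filter (adjusted p = 0.0253). In total 1406 of 15526 genes were called by limma, 536 higher and 870 lower, and 46.3% of genes did not overlap between the groups against 10% by chance. With no fold limit 2087 genes rose and 2347 fell, the background for the list members above. None of the 10 list calls held with an estimated correlation.

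**Figure D2:**
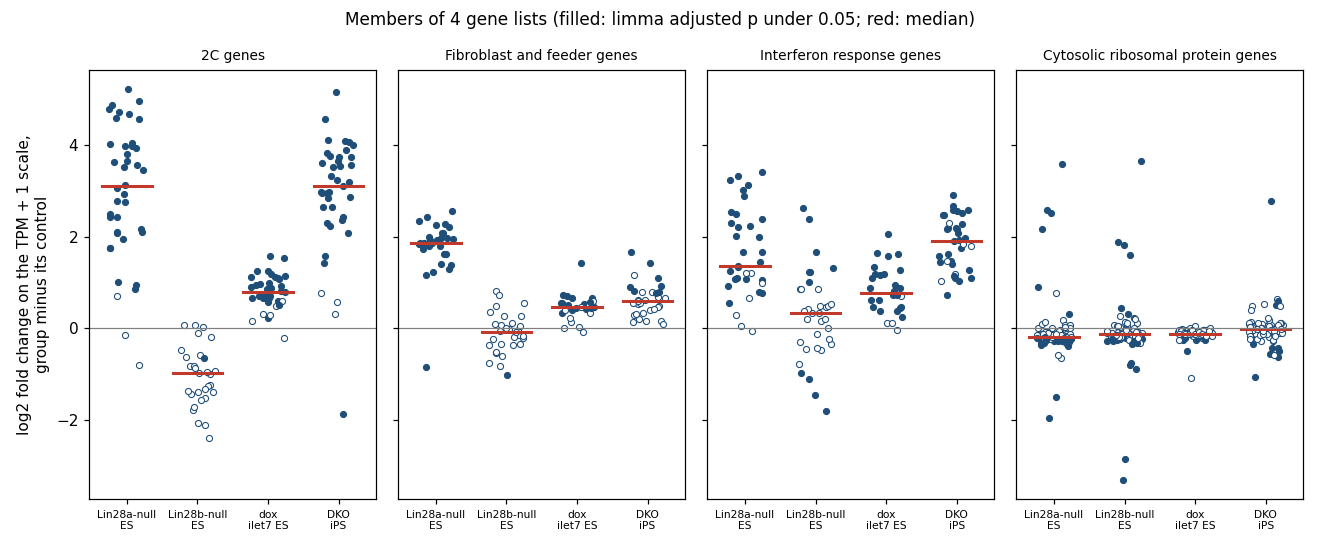
Log2 changes of the members of 4 gene lists in the 4 cell comparisons, 1 point per gene (filled where the limma adjusted p was under 0.05) with the list median in red. 2C genes had medians of 3.10 in Lin28a-null, −0.98 in libraries labelled Lin28b-null, 0.79 with doxycycline and 3.12 in the double knockout.

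Doxycycline induction of let-7 for 3 days asked whether the microRNA itself shifts these genes within one line. Changes were small in size, and most called genes went up. The let-7 targets Arid3b (41.5 to 16.7 TPM) and Trim71 (51.7 to 28.0 TPM) fell, the 2C gene Tcstv1 rose from 4.58 to 15.0 TPM, and 24 of 28 interferon response genes rose, a list call that did not hold with an estimated correlation. Zscan4c rose from 16.9 ± 1.12 to 27.1 ± 3.49 TPM (SD, n = 3, log2 change 0.65, limma adjusted p = 0.00909).

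Of the 39 2C genes tested with doxycycline 33 rose and 0 fell (34 adjusted over the list alone), and the median was 0.79 (camera adjusted p = 8.11e-14, adjusted p = 0.406 with an estimated correlation). Usp17lc (1.58), Gm21761 (1.26), Gm12794 (1.12) and Zscan4d (0.66) were among them. With all 15 ES libraries in one fit these 4 genes and Zscan4c missed the threshold (adjusted p = 0.0619, 0.220, 0.295, 0.597 and 0.521), Tcstv1 did not, and the list still passed (adjusted p = 2.44e-04). The let-7 targets fell in 15 of 40 cases and rose in 3 (17 and 4 adjusted over the list alone), with Nr6a1 (−1.52), Rrm2 (−0.59) and Igf2bp1 (−0.54) beside Arid3b and Trim71. Their median was −0.15 (camera adjusted p = 1.36e-05, adjusted p = 0.406 with an estimated correlation), and Hmga2 (−0.14, adjusted p = 0.285) did not pass. Interferon response genes rose in 24 of 28 cases and 0 fell (25 adjusted over the list alone), including Zbp1 (2.07), Rsad2 (1.64), Ddx58 (1.11) and Oas1a (0.74, median 0.78, camera adjusted p = 1.84e-11, adjusted p = 0.182 with an estimated correlation). Fibroblast and feeder genes rose in 20 of 30 cases and 0 fell (22 adjusted over the list alone), with Igfbp7 at 1.42 and a median of 0.48 (camera adjusted p = 5.44e-08, adjusted p = 0.406 with an estimated correlation). Col1a1 was at 134 ± 9.55 TPM with doxycycline and 102 ± 11.3 without it (SD, n = 3). Of 14 immediate early genes 9 rose and 0 fell (10 adjusted over the list alone), including Jun (1.10), Atf3 (0.83) and Egr1 (20.6 to 125 TPM, list median 0.45, camera adjusted p = 3.42e-05, adjusted p = 0.406 with an estimated correlation).

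Pluripotency genes had a median of 0.23 with doxycycline, and 16 of 31 rose while 5 fell (18 and 5 adjusted over the list alone). Klf4 went from 429 to 742 TPM, Stat3 rose by 0.69, Klf5 by 0.46 and Nanog by 0.22 (camera adjusted p = 0.0230, adjusted p = 0.406 with an estimated correlation), and Pou5f1 (0.02) did not pass. Without the variance trend this list missed the threshold (adjusted p = 0.0736). Mitochondrially encoded genes rose in 2 of 13 cases by either adjustment, with a median of 0.31 and mt-Co3 at 0.62 (camera adjusted p = 0.00994, adjusted p = 0.547 with an estimated correlation).

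The lists in this paragraph lay slightly lower with doxycycline, most of their members did not pass, and none of the calls held with an estimated correlation. Cytosolic ribosomal protein genes had a median of −0.12 with 13 of 79 down and 0 up (1 and 0 adjusted over the list alone), among them Rpl26 (2013 to 1425 TPM, camera adjusted p = 1.06e-14, adjusted p = 0.429 with an estimated correlation). Oxidative phosphorylation genes fell in 17 of 76 cases and rose in 2 (18 and 2 adjusted over the list alone, Atp5c1 −0.40, Sdhd −0.33, median −0.11, camera adjusted p = 5.44e-08, adjusted p = 0.455 with an estimated correlation). Mitochondrial ribosomal protein genes fell in 9 of 75 cases and 0 rose (8 adjusted over the list alone, Mrps6 −0.45, median −0.12, camera adjusted p = 3.54e-08, adjusted p = 0.406 with an estimated correlation). Proliferation genes fell in 9 of 39 cases and rose in 2 (11 and 2 adjusted over the list alone, Cdt1 −0.45, median −0.09, camera adjusted p = 5.40e-04, adjusted p = 0.406 with an estimated correlation). Among 48 p53 targets 12 fell and 7 rose (13 and 8 adjusted over the list alone, median −0.02, camera adjusted p = 0.0363, adjusted p = 0.406 with an estimated correlation), with Phlda3 (−0.63), Siva1 (−0.59) and Mdm2 (−0.28) down and Cdkn1a (0.10) and Trp53 (−0.10) not passing. Trp53 passed with median-of-ratios scaling (−0.17, adjusted p = 0.0488).

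The p53 call was lost with quantile normalization (−0.09, adjusted p = 0.110), with no variance trend (adjusted p = 0.0502), with all 15 ES libraries in one fit (adjusted p = 0.0567), without control replicate 3 (−0.02, adjusted p = 0.0996) and without doxycycline replicate 3 (−0.01, adjusted p = 0.0738). Nucleolar genes had a median of 0.00 and a mean of −0.02, and 6 of 69 fell while 2 rose (camera adjusted p = 0.0211, adjusted p = 0.429 with an estimated correlation), with Imp3 at −0.61. Their median was −0.07 with median-of-ratios scaling, and the call was lost with quantile normalization (−0.04, adjusted p = 0.119) and without doxycycline replicate 2 (adjusted p = 0.0758). Histone genes had a median of −0.41, but 1 of 29 rose and 0 fell (0 and 0 adjusted over the list alone, camera adjusted p = 0.00859, adjusted p = 0.589 with an estimated correlation). That call ended at a mean of at least 5 TPM (−0.40, adjusted p = 0.382), with median-of-ratios scaling (−0.45, adjusted p = 0.0646) and without control replicate 3 (−0.17, adjusted p = 0.250).

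Skida1 (1.34 to 20.6 TPM), Gpnmb (2.75), Foxd1 (2.16) and Ano1 (2.11) were among the largest rises with doxycycline, and Igdcc3 (12.2 to 3.10 TPM), Gpx6 (−1.53) and Palm3 (−1.49) among the largest falls. The other 12 lists did not pass, including trophoblast genes (median 0.09, −0.04 with quantile normalization, adjusted p = 0.987) and small nucleolar RNAs (0.05, with a test in the other direction and −0.06 with quantile normalization, adjusted p = 0.784). Median, mean or test also differed in sign for neural (0.02), glycolysis (0.03), repressor (0.04), germline (0.02) and stress response genes (0.01), and each of these medians turned negative with median-of-ratios scaling. Limma called 284 of 15884 genes, 241 higher and 43 lower, and 173 and 59 with quantile normalization. The counts were 377 and 79 with a pseudocount of 0.1, and 140 and 27 at a mean of at least 5 TPM. The libraries did not overlap for 41.0% of the genes, against 10% by chance. With no fold limit 2118 of the 15884 genes rose and 903 fell, the background for the list members above. None of the 14 list calls held with an estimated correlation.

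The double knockout comparison asked for the same effects in iPS cells, by the label, since Lin28b mRNA was higher there. Zscan4c rose from 0.682 ± 0.313 to 38.8 ± 0.672 TPM (SD, n = 3, log2 change 4.58, SE 0.17, limma adjusted p = 3.53e-05). Zscan4f (ENSMUSG00000070828.10, mm10 chromosome 7, 11397915 to 11402318) rose from 0.125 to 18.7 TPM. Of the interferon response genes 29 of 35 rose, a list call that did not hold with an estimated correlation, and 77 of 649 X-linked genes tested were called lower and 10 higher.

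Of the 39 2C genes tested in iPS cells 35 rose, 1 fell and 3 did not pass (37 and 1 adjusted over the list alone), with a median of 3.12. Zscan4a (2.16 to 109 TPM), Zscan4d (1.78 to 44.1 TPM), Gm8300 (4.09), Gm4340 (3.77), Gm12794 (3.61), Zfp352 (2.96) and Tcstv1 (2.44) rose and Chit1 fell by 1.87. The camera adjusted p was 4.01e-33, and this was the list call that also held with an estimated correlation (adjusted p = 0.0111). Interferon response genes rose in 29 of 35 cases and 0 fell (35 adjusted over the list alone), including Iigp1 (2.68), Mx1 (2.56), Dhx58 (1.63) and Gbp2 (1.45). Their median was 1.91 (camera adjusted p = 1.44e-16, adjusted p = 0.768 with an estimated correlation). Fibroblast and feeder genes rose in 8 of 31 cases and 0 fell (9 adjusted over the list alone), with S100a4 at 1.66, Dcn at 1.42 and a median of 0.60 (camera adjusted p = 4.68e-05, adjusted p = 0.920 with an estimated correlation). Col1a1 was at 618 ± 243 TPM in the double knockout and 346 ± 77.6 in wild type (SD, n = 3). Immediate early genes had a median of 0.41, and 3 of 14 rose by either adjustment, namely Egr1 (0.95), Nr4a1 (0.93) and Fos (0.78, camera adjusted p = 0.00238, adjusted p = 0.920 with an estimated correlation). Mitochondrially encoded genes had a median of 0.60, with 2 of 13 up (7 adjusted over the list alone, camera adjusted p = 0.00395, adjusted p = 0.920 with an estimated correlation).

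Small nucleolar RNAs fell in 7 of 98 cases, a share near that over all genes tested (1318 of 17557), and 0 rose (1 and 0 adjusted over the list alone), with Snord49b at −0.63 and a median of −0.25 (camera adjusted p = 4.53e-04, adjusted p = 0.920 with an estimated correlation). Among their host genes 5 of 16 fell and 0 rose (6 adjusted over the list alone, median −0.19, camera adjusted p = 0.0468, adjusted p = 0.768 with an estimated correlation), and Gas5 dropped from 434 to 207 TPM. The host gene call was lost at a mean of at least 5 TPM (−0.14, adjusted p = 0.157), with quantile normalization (−0.18, adjusted p = 0.115), with no variance trend (adjusted p = 0.0523), and with the replicate number as a block (adjusted p = 0.0545). It was also lost without wild-type iPS replicate 1 (−0.22, adjusted p = 0.195) or 3 (−0.21, adjusted p = 0.0559) and without double knockout replicate 1 (−0.26, adjusted p = 0.0546) or 3 (−0.19, adjusted p = 0.0543). Trophoblast genes fell in 5 of 10 cases and rose in 1 (6 and 2 adjusted over the list alone, Gata2 −1.61, Krt8 −1.06, Ly6a 2.32, median −0.66, camera adjusted p = 0.0250, adjusted p = 0.768 with an estimated correlation). Without wild-type iPS replicate 1 (−0.61, adjusted p = 0.0635) or double knockout replicate 3 (−0.59, adjusted p = 0.0564) they missed the threshold. Glycolysis genes rose in 6 of 21 cases and fell in 1 (7 and 1 adjusted over the list alone, Gpi1 0.55, Pdk1 0.53, median 0.30, camera adjusted p = 0.0250, adjusted p = 0.920 with an estimated correlation). They missed it with no variance trend (adjusted p = 0.0523), without wild-type iPS replicate 2 (0.25, adjusted p = 0.0651) or 3 (0.22, adjusted p = 0.0580), and without double knockout replicate 3 (0.28, adjusted p = 0.0564).

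Among single genes Cd3g (33.5 TPM to a listed 0), Cd3d (−3.99), Xlr3a (−3.95), Baiap2l1 (69.5 to 4.43 TPM) and Efhc2 (10.6 TPM to a listed 0) were among the largest falls in the double knockout, and the histone gene Hist1h2al rose from 15.4 to 357 TPM. Dnmt3l rose by 2.44 and Dppa2 by 1.11, Dppa3 fell by 1.87 and Mycn fell by 1.05. Pou5f1 (−0.20), Nanog (−0.01), Ncl (0.22), Fbl (−0.22), Cdkn1a (0.40, adjusted p = 0.129) and Hmga2 (0.10) did not pass, nor did Trim71 (−0.27, adjusted p = 0.0770), which passed with median-of-ratios scaling (−0.30, adjusted p = 0.0409). The other 17 lists did not pass, among them nucleolar genes (median 0.09, adjusted p = 0.481), p53 targets (−0.08, adjusted p = 0.167, and 0.0473 without a filter on low values) and let-7 targets (0.09, with the test in the other direction, adjusted p = 0.938). Stress response genes (−0.12, adjusted p = 0.0663) passed without wild-type iPS replicate 1 (−0.11, adjusted p = 0.0133), without a filter (adjusted p = 0.0136) and with median-of-ratios scaling (−0.15, adjusted p = 0.0490). Without wild-type iPS replicate 2 the cytosolic (−0.07, adjusted p = 0.00698) and mitochondrial (−0.11, adjusted p = 0.0376) ribosomal protein genes passed as lower. With all 6 libraries their medians were −0.02 and −0.05 (adjusted p = 0.291 and 0.481), and the cytosolic median was 0.02 with quantile normalization. Median and test also differed in sign for oxidative phosphorylation (0.02), imprinted (0.01) and histone genes (0.01), all of which were negative with median-of-ratios scaling (−0.01, −0.00 and −0.02). Limma called 1169 of 17557 genes, 765 higher and 404 lower, and 37.9% of genes did not overlap between the groups against 10% by chance. With no fold limit 1540 genes rose and 1318 fell, the background for the list members above.

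Sex-linked genes also differed between the compared cells. The Y-linked gene Ddx3y (ENSMUSG00000069045.11, chromosome Y, 1260771 to 1286629) was at 53 TPM in double knockout and 6.13 in wild-type iPS cells, and at 0.195 TPM in wild-type, 11.5 in Lin28a-null and 2.20 in the libraries labelled Lin28b-null. Among all genes annotated on chromosome Y, 6 of 7 tested were called higher in Lin28a-null, 4 of 7 in the libraries labelled Lin28b-null, 1 of 9 with doxycycline, and 4 of 6 in the double knockout, where 1 was called lower. Xist, which is transcribed from an inactive X chromosome, was at 10.3 ± 3.72 TPM in Lin28a-null cells, 2.52 ± 1.45 in the libraries labelled Lin28b-null and 0.936 ± 0.635 in wild-type ES cells, and at 13.4 ± 2.61 in the double knockout and 8.06 ± 3.65 in wild-type iPS cells (SD, n = 3), so in these cells it was not lower where Y-linked genes were higher. X-linked genes in the double knockout had a median change 0.43 below that of autosomal genes (−0.43, 95% bootstrap interval over genes −0.50 to −0.36). They made up 77 of the genes called lower, 19.1% of them, whereas 3.70% of the genes tested were X-linked. In the ES comparisons the same difference was 0.03 (−0.02 to 0.10) in Lin28a-null, 0.05 (0.01 to 0.09) in the libraries labelled Lin28b-null and 0.03 (−0.00 to 0.05) with doxycycline.

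**Figure D3:**
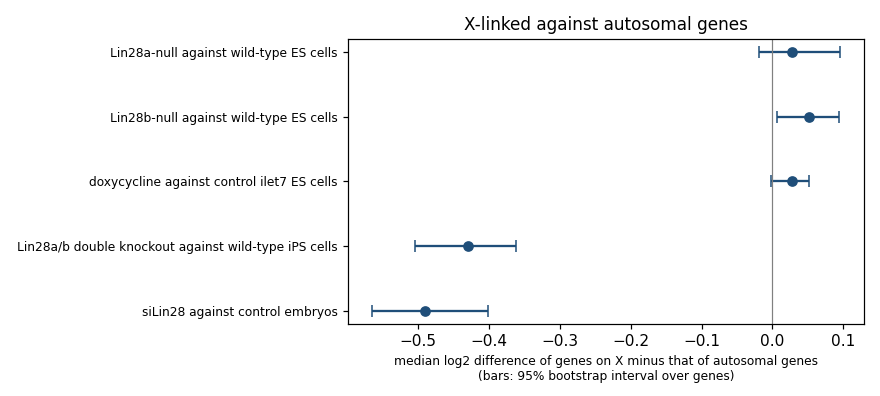
Median log2 difference of X-linked genes minus that of autosomal genes in the 4 cell comparisons and between the 2 embryo pools, with 95% bootstrap intervals over genes. The values were −0.43 in the double knockout and −0.49 in the siLin28 embryos, and between 0.03 and 0.05 in the 3 ES comparisons.

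The embryo pools asked whether knockdown of Lin28 changes the same genes in early embryos. Without replicates these are values only, and percentiles place a list among 10000 random lists of matched expression. Of 14875 genes 1232 were at least 2-fold higher and 1088 at least 2-fold lower in the siLin28 pool. The count was smaller at a mean of at least 5 TPM, from fewer genes, as given below. The 31 2C genes had a median log2 difference of 1.76 (percentile 100), and 25 were at least 2-fold higher. Gm4340 was at 25.4 TPM against 0.244, Zfp352 at 6.58 against 0.775 and Tcstv1 at 2.48 against 0.155, while Zscan4d (1.08 against 0.373), Zscan4c (a listed 0 against 0.155) and Duxbl1 (1.23 against 2.77) were low in both pools.

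Other lists near the top of the random lists in the siLin28 pool (percentiles of 99.6 to 100) were proliferation genes (39 genes, median 0.38, Aurkb 66.8 against 31.4 TPM), nucleolar genes (69, 0.27, Ncl 215 against 136 TPM), stress response genes (25, 0.47, Slc7a3 13.7 against 0.334 TPM), germline genes (26, 0.51), small nucleolar RNAs (49, 0.38) and Y-linked genes (5, 1.05). Near the bottom (percentiles of 0 to 1.55) were histone genes (46, −0.59, Hist1h2aj 17.5 against 66.0 TPM), oxidative phosphorylation genes (75, −0.16), snoRNA host genes (15, −0.47, Snhg8 16.2 against 45.3 TPM) and trophoblast genes (16, −0.31, Rhox9 0.132 against 14.7 TPM). Rhox9 is X-linked. Only 2 of the 16 trophoblast genes were at least 2-fold lower, and 1 was higher (Krt19, 22.2 against 5.04 TPM). Between these bounds lay 15 of the 26 lists, among them let-7 targets (0.06, percentile 57.0), p53 targets (0.03, percentile 51.9), interferon response genes (0.02, percentile 50.8) and cytosolic ribosomal protein genes (0.02, percentile 85.2). The p53 (0.00), interferon (−0.01) and cytosolic (−0.01) medians changed sign or reached 0 with median-of-ratios scaling, and the small nucleolar RNA median was 0.00 without a filter on low values. Ddx3y was at 33.2 TPM against 18.5, and Col1a1 at 0.253 against 0.197. X-linked genes had a median difference 0.49 below that of autosomal genes (−0.49, −0.57 to −0.40), with Xlr at 0.153 against 27.4 TPM and Nxf2 at a listed 0 against 24.1 TPM.

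Comparisons shared more calls than lists drawn independently would. Lin28a-null and double knockout cells shared 447 genes called higher, against 55.9 for independent lists, and 33 of them were 2C genes, and they shared 127 called lower against 14.6, while 9 and 6 genes were called in opposite directions (higher and lower in Lin28a-null). Lin28a-null cells and doxycycline shared 94 higher against 15.0, including 9 2C genes, and 11 lower against 1.60, while 12 genes were called in opposite directions. Doxycycline and the double knockout shared 68 higher against 7.20, including 10 2C genes, and 7 lower against 0.852, while 15 genes were called higher with doxycycline and lower in the double knockout and 2 the other way. The libraries labelled Lin28b-null and doxycycline shared 33 higher against 5.77 and 7 lower against 1.995, with 0 2C genes among them, while 1 and 27 genes were called in opposite directions (higher and lower in the libraries labelled Lin28b-null) and log2 changes correlated with r = −0.01 across genes. With the double knockout these libraries shared 65 higher against 14.9 and 109 lower against 19.03, also with 0 2C genes, while 15 and 43 went in opposite directions (r = 0.14). An excess of shared calls was thus seen for every pair, even where log2 changes did not correlate, and does not by itself show agreement of effects. Baiap2l1 fell in all 3 comparisons between lines. Lin28a-null and the libraries labelled Lin28b-null shared 162 higher against 32.4 and 268 lower, but both were measured against the same 3 wild-type libraries. They called 27 and 4 genes in opposite directions. In 100 simulations with shared controls and no true change 0 calls were shared in either direction. With no true change hardly any gene can be called, so this count does not show what the shared controls add. Across genes, the covariance of log2 changes was 0.0296 on average in the simulations and 0.178 observed, and their correlation 0.499 and 0.366. Shared controls alone thus gave a smaller covariance than was observed, but a larger correlation. They also gave more genes with the same sign in both comparisons (66.6% on average, against 63.2% observed). These measures do not decide how far the effects agree, and 3 control libraries were too few to divide.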

Values the study reported

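The paper reports that knockout of Lin28a raised 2,418 genes in ES cells, at a log2 fold change above 1 and a P-value below 0.05.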

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

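The tests of the 3 patterns below were chosen only after the result was seen, apart from the quantile normalization for the sex chromosomes and the counts of other splits, which were planned.

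2C genes rose in Lin28a-null ES cells by a median of 3.10. The tables argue against RNA from feeder fibroblasts as the whole source, because at the ratio of both rises (2124 TPM of 2C genes to 3879 TPM of feeder genes) the feeder RNA in each of the libraries labelled Lin28b-null would bring more 2C RNA than they held, of which at most a share of 0.208 was there (0.252 with any 1 Lin28a-null or wild-type library left out). This holds only if feeder RNA carried 2C RNA at the same ratio in all these libraries, which was not tested. The difference between the feeder and 2C medians decided nothing, as it was −1.23 (95% bootstrap interval −1.86 to −0.54) but −0.01 (−0.55 to 0.49) without wild-type replicate 2. Reads shared between near-identical copies were argued against for members outside tandem families, of which 6 of 8 rose and 0 fell (median 1.35, −0.14 to 3.52, while 20.4% of all genes rose). An exchange between the listed copies was argued against by the 32 other members, of which 30 rose and 0 fell, as an exchange would need falls. Their total TPM follows from those rises and is no separate evidence. Its mean was 2114 TPM in Lin28a-null and 174 TPM in wild-type cells. The mean of its log2 values was 4.51 higher, with 2.96 between the closest and 7.50 between the furthest libraries. Reads from copies outside the list were not searched and stay open. Genetic differences between the lines cannot be told apart from the knockout, because both go together here. The ilet7 control and wild-type lines, neither labelled a knockout, differed by a median of 1.10 (0.96 to 1.297 over genes) over 35 2C genes. This is less than 3.10 but not near 0. How far it rests on wild-type replicate 2 was not tested. Zscan4d was at 12.6, 0.271 and 13.6 TPM in wild-type replicates 1 to 3 and on average at 12.7 in ilet7 control. Zscan4c was at 9.03, 0.344 and 11.5 TPM, against 16.9. Lin28a was also lower in ilet7 control (23.0 against 41.6 TPM). Loss of Lin28a may still be part of the cause, as the biological explanation that the groups name.

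X-linked genes were shifted lower in the double knockout against wild-type iPS cells, and of 6 Y-linked genes tested 4 were called higher and 1 lower (Gm47283, chosen after its values were seen). The X minus autosome difference was −0.43 (−0.50 to −0.36) with deposited values and −0.44 (−0.50 to −0.38) after quantile normalization. This cannot decide about scaling, because a shift common to all genes of a library largely cancels in that difference. A candidate explanation is that the lines carry different sex chromosomes, with Ddx3y at 53 TPM against 6.13 and Uty at 11.7 against 0.996. Xist was not lower (13.4 ± 2.61 against 8.06 ± 3.65 TPM, SD). It does not decide the question, because feeder RNA may add to it and Col1a1 was also higher (618 ± 243 against 346 ± 77.6 TPM). In the embryos the difference was −0.49 (−0.57 to −0.40), and with Y-linked genes at a median of 1.05 and Xist at 3.15 TPM against 35.1 it is consistent with different shares of male embryos in the pools. An effect of LIN28 on X-linked genes was not tested and stays open in both.

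Lin28b mRNA was higher in the libraries labelled Lin28b-null than in wild type. Lin28a was 0.90 higher there (SE 0.25) and not lower, which goes against a swap of labels with the Lin28a-null libraries at the level of mRNA. It cannot exclude a swap, because a mutant transcript may still be made. That rise also missed the threshold when some single libraries were left out. Scaling was argued against too, since Lin28b was 1.46 higher (SE 0.15) after quantile normalization. A mutant transcript that is still made may explain the value, but gene-level TPM cannot show it, and no biological explanation was tested.

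The Lin28a-null effect and the effect in libraries labelled Lin28b-null differed for 2356 of 15920 genes by limma (1689 higher and 667 lower, and 1325 and 1038 after quantile normalization). Because both effects share the wild-type libraries, the wild-type level cancels in this contrast. It compares the 2 groups of knockout libraries directly, so other differences between them enter it too, such as Ddx3y at 11.5 against 2.20 TPM. Among the lists the 2C genes differed by a median of 4.40 (camera adjusted p = 4.13e-14, and 0.476 with an estimated correlation). Fibroblast and feeder genes differed by 1.94 (adjusted p = 9.33e-09, and 0.604 with an estimated correlation), interferon response genes by 1.29 (5.73e-05 and 0.727) and germline genes by 0.98 (1.48e-04 and 0.476). Primed and formative genes differed by 0.75 (adjusted p = 0.0101, and 0.476 with an estimated correlation), immediate early genes by 0.69 (0.00899 and 0.694), imprinted genes by 0.68 (5.30e-05 and 0.348), histone genes by 0.52 (0.00502 and 0.348) and mitochondrially encoded genes by 0.32 (0.0410 and 0.604). Lower in the Lin28a-null effect were mitochondrial ribosomal protein genes at −0.32 (adjusted p = 7.69e-11, and 0.0516 with an estimated correlation), oxidative phosphorylation genes at −0.30 (1.23e-08 and 0.476) and nucleolar genes at −0.15 (0.00158 and 0.604).

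The doxycycline effect and the Lin28a-null effect differed for 1871 of 16085 genes (860 higher and 1011 lower). The difference was −2.29 for 2C genes (camera adjusted p = 5.42e-11, and 0.517 with an estimated correlation), −1.42 for fibroblast and feeder genes (1.71e-09 and 0.546), −1.35 for histone genes (3.01e-08 and 0.182), −1.05 for immediate early genes (0.00605 and 0.607) and −0.83 for interferon response genes (1.04e-04 and 0.607). Further negative differences were −0.54 for small nucleolar RNAs (adjusted p = 4.00e-04, and 0.517 with an estimated correlation), −0.39 for neural genes (0.0322 and 0.182), −0.32 for let-7 targets (1.47e-04 and 0.182), −0.22 for nucleolar genes (2.83e-08 and 0.182) and −0.19 for proliferation genes (0.00142 and 0.546). Trophoblast genes were 0.96 higher (adjusted p = 0.0450, and 0.607 with an estimated correlation) and stress response genes 0.58 higher (6.45e-04 and 0.182).

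Other splits of the same libraries were counted beside these results. For 3 against 3 libraries there are 10 splits, too few for a share under 0.05. Real and highest other counts of called genes were 2180 and 4 for Lin28a-null, 1406 and 1 for the libraries labelled Lin28b-null, 284 and 4 for doxycycline, 1169 and 2 for the double knockout, and 2356 and 1 for the first difference. For passing lists they were 13 and 13, 10 and 13, 14 and 12, and 9 and 15, where 2, 5, 1 and 5 splits, the real one included, passed as many or more. Except for doxycycline, the number of passing lists thus did not set the real grouping apart from every other split. Which lists passed in the other splits was not compared. For the difference between doxycycline and Lin28a-null, 7 of 100 splits called as many genes (real 1871, highest other 2167). All 7 kept the Lin28a-null and wild-type libraries apart, as 12 splits did, and the highest of the remaining splits called 94, so these splits follow a structure of the samples.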

How the results depend on the processing

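All alternatives but 2 were planned, and the tests without genes on chromosomes X and Y and without fibroblast and feeder genes were chosen after seeing the data. No call turned to the opposite direction in any of them, but some list medians near 0 changed sign with another scaling, as the nucleolar median with doxycycline did (0.00, and −0.07 with median-of-ratios scaling). These added tests leave out too few genes to move the totals of called genes far, so they say nothing about feeder RNA or sex.

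With a mean of at least 5 TPM the counts of called genes were 1327 for Lin28a-null, 931 for the libraries labelled Lin28b-null, 167 for doxycycline and 681 for the double knockout. They were 1426 and 1176 for the 2 differences between effects and 981 for embryo genes at least 2-fold lower or higher, from fewer genes tested (12010, 11638, 11985, 12251, 11895, 12072 and 9762). A pseudocount of 0.1 gave 456 genes with doxycycline, and the cause was not tested. With an estimated correlation 0, 0, 0 and 1 lists passed, and the 2C medians of 3.10, −0.98 and 0.79 in the ES comparisons had adjusted p = 0.510, 0.959 and 0.406, since this test takes the correlation between genes into account. In the libraries labelled Lin28b-null the 2C median was −1.34 with a pseudocount of 0.1 (adjusted p = 0.0865), −0.96 with a mean of at least 5 TPM (adjusted p = 0.211), and between −1.99 and −0.63 with 1 library left out. Across its alternatives its adjusted p ran from 5.99e-10 to 0.959. With no fold limit, shared genes called higher were 774 for Lin28a-null and doxycycline, 869 for Lin28a-null and the double knockout, and 429 for doxycycline and the double knockout, by the construction of that limit. In embryos the 2C median was 1.95 with a pseudocount of 0.1 and 1.23 without a filter.

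With the replicate number as a block the counts were 2154, 1377, 267 and 1066 genes, and 2345 and 1837 for the differences. Lists passing were 13, 10, 14 and 8. The numbers did not pair the libraries, as r between the deviations of equal numbers lay between −0.12 and 0.12.

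When each library was left out in turn, 110 main values kept their call and 4 became weaker. Among the other values 2916 were kept, 211 became weaker and 19 passed only then. Median-of-ratios scaling kept 18 of the main values. The limit set by depth is unknown, because TPM keeps no depth.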

Other observations

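The explanations here were thought of after the values were seen, and none of the genes below was part of a planned test.

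The ES and iPS tables differed in short non-coding RNAs. Rmrp lay between 1.27 and 196 TPM in ES libraries and between 7681 and 10365 TPM in iPS libraries, and Rn7sk between 1.08 and 153 and between 4972 and 6341 TPM. The 10 most abundant genes took at most 4.44% of the total in ES libraries and at least 7.48% in iPS libraries, so levels were not compared between the tables. Neither RNA has a poly-A tail, and whether the library preparation differed between the tables was not tested.

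Nnt has overlapping entries in the annotation. ENSMUSG00000116207.1 was listed at 0 in wild-type ES cells and in both iPS groups, at 30.7 TPM in Lin28a-null cells, 23.2 TPM in the libraries labelled Lin28b-null, and 34.7 and 44.7 TPM in ilet7 cells without and with doxycycline. ENSMUSG00000025453.18 was at 37.8 TPM in wild-type ES cells, 16.6 in Lin28a-null cells, 5.39 in the libraries labelled Lin28b-null and 7.71 and 10.6 in ilet7 cells.

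At an unadjusted p under 0.05 and a log2 change above 1, limma gave 1525 genes higher in Lin28a-null cells. The study counted raised genes with DESeq2 on read counts, so the methods differ. Both counts hold only raised genes and do not test agreement in direction.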
